A study of Mus musculus with 6 samples.

How the data were processed

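RNA from 6 organoid cultures of KPC mouse pancreatic tumours was made into libraries with a stranded total RNA kit, per the labels. The authors deposited a gene table and a transcript table per library, which have the columns of RSEM per the file headers, and tables of the whole series. Expected counts are the authors' estimated counts per gene or transcript, which need not be whole because RSEM shares ambiguous reads. TPM values are the authors' transcript abundances, scaled for length and depth over 53379 annotated genes. The deposited series tables of expected counts and TPM held the same values as the library tables. The deposited normalized tables hold a signal, which in 100% of their values above 0 was the expected count truncated to a whole number and divided by 1 size factor per library. They cover 23525 genes, and 17313 genes in a protein-coding table. They were used here to name genes and to define the protein-coding set. Effective lengths, another kind of value in the deposited gene tables, were used for length checks. The annotation was GENCODE mouse release 16, per the names of the deposited series tables. The aligner, the RSEM version, the strand setting and the read filters were not stated, so overlapping genes are named. Coordinates, in GRCm38, came from GENCODE mouse release 21, which held 53274 of the 53379 gene identifiers once version suffixes were removed.

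Libraries were grouped by their titles into heterozygous (3) and LOH (3), and the organoid line number in the title gave the replicate. The sample descriptions of the 3 LOH libraries end in the suffix Nut, which the heterozygous ones lack. Its meaning is not stated, and whatever it stands for is confounded with genotype. Expected counts were rounded to whole numbers. Genes were kept by filterByExpr (14537 of them), scaled by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values are scaled by TMM, and log2 CPM used a prior count of 2. Standard errors are the log2 fold change divided by the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, with fry, and with an estimated correlation. Where several genes share a symbol, the one with most counts entered a list. That was decided after results had been seen, since the hypoxia list had matched more genes than it names. The alternatives were RLE and upper quartile scaling, no filter, at least 10 counts in every library, the protein-coding table only, the block, each library and each line left out, DESeq2 1.42.0, and limma on log2(TPM + 1) and log2(TPM + 0.1) over genes with a TPM of at least 1 in 3 libraries. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

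Total expected counts ran from 13680458 to 27917277 per library. Mitochondrial ribosomal RNA took from 11.3% to 16.8% of them and transcripts that resemble ribosomal RNA from 9.65% to 24.9%, and 9291702 to 19373733 counts fell on genes of the protein-coding table. These parts overlap, since that table includes transcripts such as Lars2, which took from 2.1% to 7.68% of the counts. A count of 3 corresponded to 0.1 to 0.223 CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

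Libraries with the same number come from 1 organoid line by their titles, so the numbers pair the samples. As a check, deviations from the group means were correlated across genes, which are not independent replicates. The correlation was -0.3 in line 6, 0.01 in line 23 and 0.29 in line 34, and it ran from -0.39 to 0.3 between libraries of different lines. The values within lines lay inside that range, so the check gave no sign of the pairing, which rests on the titles. The test without a block was the main one by design, since no label states a paired model. The test with the line as a block is given beside it where it changed a call or moved a count by over 1.5 times.

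The genes named were chosen by a rule. Trp53, Cdkn1a, Mdm2, Ccng1, Hmgcs1, Sqle and Soat1 were always named. Then came up to 4 higher and 4 lower genes with the smallest p among those with an adjusted p under 0.05, a mean of at least 1 CPM and the same direction in all 3 lines, first without and then with the block. This rule, the groups, the tests, the 10 lists and the alternatives above were fixed before the data were examined. Alternatives chosen after seeing the data were truncated counts, chromosome medians removed, a smooth trend on gene length and GC content removed (loess, span 0.5), and lines left out of the variance shares.

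The fits were tested on simulated data drawn from the libraries' means, sizes and dispersions. In each case with changes 200 genes were changed and the p53 targets were lowered by a small amount. With 16-, 4- and 2-fold changes over 14068 tested genes, the unblocked test called 57 of 67, 35 of 67 and 1 of 66, with 4 false calls. The block test called 56, 30 and 0 of them, with 3 false calls. With 4- and 2-fold changes alone over 14112 genes, the unblocked test called 44 of 100 and 0 of 100, and the block test 29 of 100 and 0 of 100, each with 4 false calls. The requirement was set on 16-fold changes after a first version had recovered less than its target at 4-fold. With no gene changed both tests made 0 calls.

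Chromosome medians used genes with a mean of at least 5 CPM, each line centred on its median, against 2000 random gene sets per chromosome. Regions around single genes were set against 10000 random sets. GC content was that of the longest transcript, known for 14521 of 14537 tested genes. Of the transcript tables, the values of Cdkn2a and Trp53 were taken out, and those of Cdkn2a are given. A test of the region around 1 further gene is not reported here.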

Results

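Total RNA was sequenced from 6 cultures of pancreatic tumour organoids, which are epithelial cultures grown in a dome of basement membrane gel. The tumours came from KPC mice, in which Cre recombinase under the Pdx1 promoter activates a Trp53 allele with the R172H change. The 6 libraries came from 3 organoid lines, numbered 6, 23 and 34. Each line gave 1 library that kept a wild-type Trp53 allele beside R172H (heterozygous, n = 3) and 1 library titled as having lost it (loss of heterozygosity, LOH, n = 3). The descriptions of the LOH libraries end in the suffix Nut, which those of the heterozygous libraries lack, and no label states what it stands for. The question was which transcripts differ once the wild-type allele is lost.

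The heterozygous libraries of lines 6, 23 and 34 held 25468413, 13680458 and 27264649 expected counts, and the LOH libraries 17020919, 27917277 and 26388759. The totals of the groups overlapped. Genes of the protein-coding table took 73.3%, 67.9% and 71.1% of the counts in the heterozygous libraries and 67.2%, 61.5% and 61.4% in the LOH libraries, in the same order of lines. The Wilson 95% intervals of the first and the last of these shares ran from 73.26% to 73.3% and from 61.41% to 61.45%. A count of 3 corresponded to 0.223 CPM (counts scaled to the effective library size) in heterozygous line 23 and to 0.1 CPM in heterozygous lines 6 and 34.

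Genotype took 44.4% of the variance of log2 CPM over 14537 tested genes, against 20% of the degrees of freedom. The line took 27% of the variance, against 40% of the degrees of freedom. Over the 500 most variable genes the genotype share was 51.9%. Without line 6 the genotype share over all genes tested in that fit was 62.4%, against 44.4% with all libraries. There 4 libraries leave genotype 33.3% of the degrees of freedom, so part of that rise comes with the smaller design. The root mean square log2 distance lay between 0.605 and 0.756 for pairs of heterozygous libraries and between 1.05 and 1.2 for pairs of LOH libraries. The libraries of 1 line were 1.2 to 1.27 apart. Libraries that differ in both line and genotype were 1.13 to 1.35 apart, so those of 1 line were not closer as a group.

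**Figure D1:**
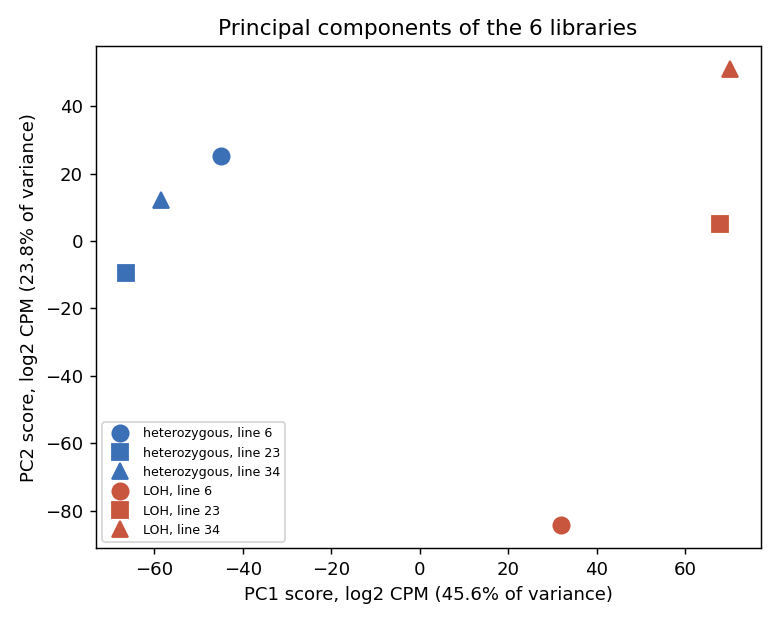
Principal component scores of the 6 libraries from log2 CPM of the tested genes, with PC1 on the x axis (45.6% of the variance) and PC2 on the y axis (23.8%); blue points are heterozygous and red points LOH libraries, and the marker shape gives the line. The heterozygous libraries lie between -66.44 and -44.89 on PC1 and the LOH libraries between 31.95 and 70.13, with LOH line 6 at -84.41 on PC2.

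Trp53 (ENSMUSG00000059552.13; chromosome 11, 69580359 to 69591873, plus strand, GRCm38) had 77.3, 76.3 and 86.5 CPM in the heterozygous libraries of lines 6, 23 and 34, from 2317, 1028 and 2590 counts. The LOH libraries had 73.5, 52.5 and 47.4 CPM, from 1263, 1390 and 1017 counts. The means were 80.01 ± 5.6 CPM and 57.8 ± 13.9 CPM (SD, n = 3 each). The log2 fold change was -0.47 (SE 0.22), and the edgeR adjusted p of 0.227 did not pass 0.05. An exact two-sided permutation test of log2 CPM gave p = 0.1, the smallest value that 3 against 3 libraries allow. Single libraries decided this call. Without LOH line 6 the log2 fold change was -0.72 with an edgeR adjusted p of 0.0367, and without both libraries of line 34 it was -0.29, in a range of adjusted p-values from 0.0367 to 0.714 over 19 alternatives. The gene counts do not separate the R172H transcript from the wild-type one.

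In the quasi-likelihood test of edgeR without a block, 757 of 14537 genes had a Benjamini-Hochberg adjusted p under 0.05. Of these, 516 were higher and 241 lower in the LOH libraries, 695 changed at least 2-fold, and all 757 moved the same way in the 3 lines. In 34 of them every library of 1 group had 3 counts or fewer, so their fold changes have no upper limit. With the organoid line as a block 213 genes passed, 177 higher and 36 lower, of which 178 were among the 757. The counts depended on single libraries. Without heterozygous line 6, 23 or 34 the unblocked test called 0 genes, with 2964, 2636 and 2269 genes at an unadjusted p under 0.05, against 3681 with all libraries. Without LOH line 6 it called 2448 genes, 748 of the 757 among them. Without LOH line 23 it called 451 with 351 of the 757, and without LOH line 34 it called 796 with 524 of the 757. The block test called 2346 genes without LOH line 6, 2354 without heterozygous line 6, and 0 without any other 1 of the libraries, with 1432 to 1707 genes at an unadjusted p under 0.05.

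Among p53 target genes fixed in advance, Mdm2 (ENSMUSG00000020184.15; chromosome 10, 117688875 to 117710758, minus strand) fell from 70.4 ± 3.17 to 29.3 ± 6.51 CPM (SD, n = 3 each). Its log2 fold change was -1.26 (SE 0.22, edgeR adjusted p 0.0284). Ccng1 (ENSMUSG00000020326.7; chromosome 11, 40748552 to 40755311, minus strand) fell from 297.4 ± 43.1 to 66.2 ± 35.7 CPM (SD, n = 3 each). Its log2 fold change was -2.17 (SE 0.39, edgeR adjusted p 0.0314). Both were lower in each line. With the organoid line as a block neither passed, at edgeR adjusted p-values of 0.0906 for Mdm2 and 0.0573 for Ccng1. Neither passed without LOH line 23, at 0.0569 and 0.0766. Cdkn1a (ENSMUSG00000023067.13; chromosome 17, 29090976 to 29100727, plus strand) had 24.8 ± 2.78 CPM in heterozygous and 16.3 ± 7.25 CPM in LOH libraries (SD, n = 3 each). Its log2 fold change of -0.61 did not pass (edgeR adjusted p 0.339), with log2 ratios of -1.77, -0.2 and -0.2 in lines 6, 23 and 34. It was -0.32 without LOH line 6 and -0.23 without line 6.

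Of 3 genes of sterol metabolism named in advance, Soat1 passed. Soat1 (ENSMUSG00000026600.12; chromosome 1, 156424525 to 156474331, minus strand) rose from 58.3 ± 4.99 to 179.5 ± 29.2 CPM (SD, n = 3 each). Its log2 fold change was 1.62 (SE 0.2, edgeR adjusted p 0.0164; 0.0431 with the block), and it was higher in each line. The annotation places Gm37648 on the opposite strand of the same interval. Sqle on chromosome 15 had a log2 fold change of 0.49 (SE 0.24, edgeR adjusted p 0.254), with log2 ratios of 1.1, 0.02 and 0.27 in lines 6, 23 and 34. It was 0.19 without LOH line 6 and 0.11 without line 6. Hmgcs1 on chromosome 13 had one of -0.09 (SE 0.27, edgeR adjusted p 0.854), of 0.08 without LOH line 6 and of -0.42 without LOH line 23. Its log2 ratios were -0.67, 0.37 and -0.16 in lines 6, 23 and 34.

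By the smallest p-values, the 4 higher genes were Prom2, Capg, Krt20 and Apobr, each with an edgeR adjusted p of 0.00669. Prom2 (ENSMUSG00000027376.15; chromosome 2, 127526473 to 127541467, minus strand) rose from 1.58 ± 0.28 to 28.6 ± 5.62 CPM (SD, n = 3 each), a log2 fold change of 4.16 (SE 0.28). Capg (ENSMUSG00000056737.14; chromosome 6, 72544391 to 72562983, plus strand) rose from 16.9 ± 1.73 to 294.6 ± 90.6 CPM (SD, n = 3 each), a log2 fold change of 4.12 (SE 0.28). The log2 fold change was 3.25 (SE 0.24) for Krt20 on chromosome 11 and 4.26 (SE 0.33) for Apobr on chromosome 7. The annotation of Apobr overlaps Cln3 and Il27 on the opposite strand.

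The 4 lower genes by the same rule were Palmd, Zfp365, Tubb2a and Nfe2l2. Palmd (ENSMUSG00000033377.14; chromosome 3, 116918258 to 116968987, minus strand) fell from 14.98 ± 2.53 to 0.87 ± 0.12 CPM (SD, n = 3 each), a log2 fold change of -4.11 (SE 0.29, edgeR adjusted p 0.00669). It overlaps 4930455H04Rik on the opposite strand and Gm42892 on its own strand. Nfe2l2 (ENSMUSG00000015839.6; chromosome 2, 75675513 to 75704641, minus strand) fell from 347.96 ± 7.36 to 94.9 ± 11.2 CPM (SD, n = 3 each), a log2 fold change of -1.87 (SE 0.17, edgeR adjusted p 0.00985). The log2 fold change was -4.41 (SE 0.35) for Zfp365 on chromosome 10 and -2.11 (SE 0.19) for Tubb2a on chromosome 13. Tubb2a has close paralogs, between which RSEM divides ambiguous reads.

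The block test added Muc13, Gpa33 and Lypd8 among the higher genes and Gja1 and Dglucy among the lower ones. Their block log2 fold changes were 6.58 (SE 0.38), 4.86 (SE 0.29), 7.24 (SE 0.44), -4.31 (SE 0.42) and -5.46 (SE 0.53), in that order. Muc13 had 3, 7 and 7 counts in the heterozygous libraries of lines 6, 23 and 34. Lypd8 had 18, 0 and 3 counts there, and 82.7, 5.74 and 15.3 CPM in the LOH libraries. The named genes passed 0.05 in both edgeR tests except Trp53, Cdkn1a, Hmgcs1 and Sqle, which passed in neither, and Mdm2 and Ccng1, which passed without the block alone. None of the named genes passed in the unblocked test when a heterozygous library was left out, where 0 genes were called and 2269 to 2964 had an unadjusted p under 0.05. The named genes kept their direction in these fits. Prom2 had log2 fold changes of 4.185, 4.031 and 4.242 without heterozygous lines 6, 23 and 34. Among those that passed with all libraries, the edgeR adjusted p ran from 0.065 (Prom2 among others) to 0.185 (Lypd8), both without heterozygous line 34.

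**Figure D2:**
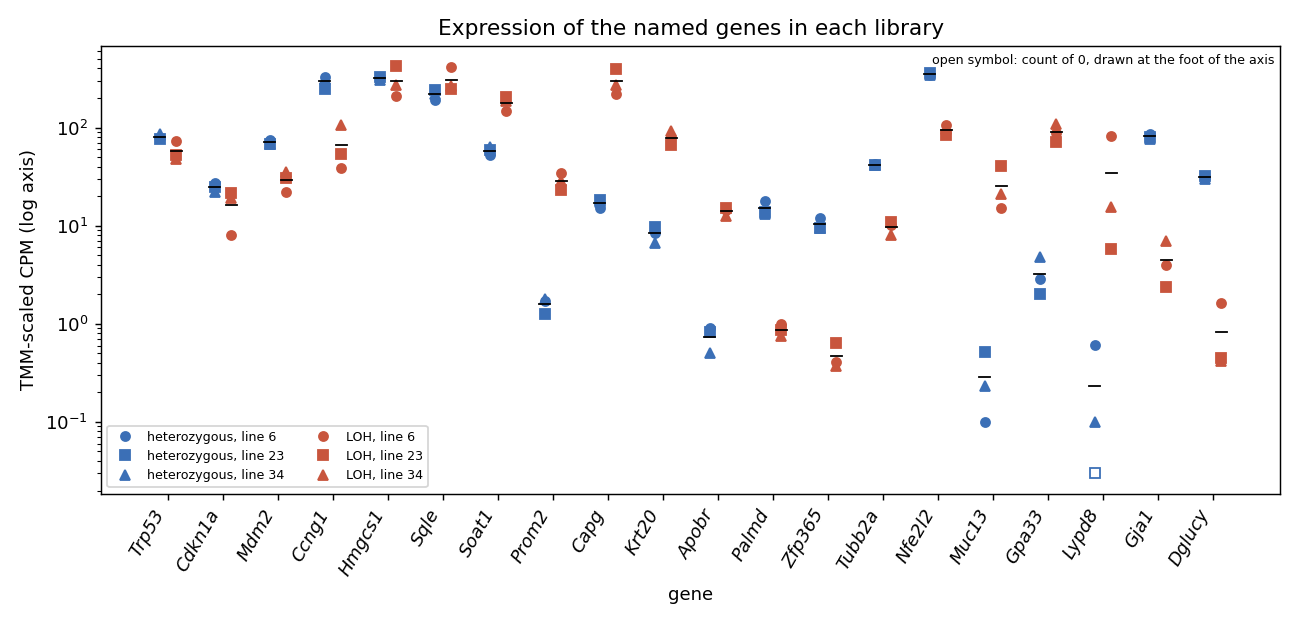
CPM of each named gene in the 6 libraries on a log axis; blue points are heterozygous and red points LOH libraries, the marker shape gives the line, and the black bars are group means. The open marker for Lypd8 is a count of 0 in heterozygous line 23, drawn at the foot of the axis, and Soat1 rises from a mean of 58.3 to 179.5 CPM.

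Lists of genes fixed in advance were tested as sets with camera, adjusted over the 10 lists. The p53 target list (49 of 56 genes tested) had a median log2 fold change of -0.63 (camera adjusted p 6.5e-07), with medians of -0.8, -0.84 and -0.29 in lines 6, 23 and 34. The alternative that moved this median most was leaving out line 34, which gave -0.84. Over all genes tested 15 of the 49 passed, 14 of them lower, and adjusted over the list alone 20 passed, 18 of them lower. With the organoid line as a block 6 passed over all genes tested. The cell cycle list had a median of -0.53 (camera adjusted p 2.9e-07), with 43 of 50 genes below 0 and medians of -0.22, -0.94 and -0.72 in the lines. None of its genes passed over all genes tested (0 of 50) and 8 passed adjusted over the list alone, with 18 at an unadjusted p under 0.05. With the block 0 passed either way, with 16 at an unadjusted p under 0.05. Its median was -0.34 without LOH line 23 and -0.81 without line 6.

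The interferon, classical and hypoxia lists were higher in LOH libraries. The interferon response list had a median log2 fold change of 1.01 (30 of 45 genes tested, camera adjusted p 6e-07), and the same median with its 2 genes at a lower bound set to that bound. Its medians were 0.6, 0.93 and 1.28 in lines 6, 23 and 34, and 6 genes passed over all genes tested and 14 adjusted over the list alone, against 1 and 8 with the block. The classical subtype list had a median of 1.39 (24 of 30 tested, camera adjusted p 0.00244). Of its genes 5 passed over all genes tested, 1 of them lower, and 13 adjusted over the list alone, 2 of them lower. Its medians were 1.89, 0.42 and 0.67 in the lines. It did not pass without LOH line 6 (median 0.56, camera adjusted p 0.0532) or without line 6 (0.74, 0.0605). The hypoxia and glycolysis list had a median of 0.62 (36 of 36 tested, camera adjusted p 0.000151), with 2 genes over all genes tested and 2 adjusted over the list alone. With the block 0 passed over all genes tested and 3 adjusted over the list alone, with 14 at an unadjusted p under 0.05. Its medians were 0.39, 0.34 and 0.99 in the lines, and it did not pass without line 34 (median 0.33, camera adjusted p 0.0722).

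The camera test used a preset correlation between genes of 0.01. With fry, the p53 targets (adjusted p 0.00799) and the cell cycle, classical and interferon lists (0.0439 each) passed 0.05, and the hypoxia and glycolysis list did not (0.205). With the block no list passed with fry. With a correlation estimated from the libraries no list passed, the smallest adjusted p being 0.297 for the p53 targets. The other lists did not pass with camera. Their medians were 0.008 for the mevalonate pathway (27 of 27 tested, 2 genes over all genes tested and 2 adjusted over the list alone), -0.05 for mesenchymal genes (21 of 38, 1 and 3) and 0.42 for the basal-like subtype (17 of 30, 1 and 1). They were -0.02 for fibroblast markers (2 of 20, 0 and 0) and 1.6 for leukocyte markers (2 of 20, 0 and 1). With the block the counts fell to 1 and 1 for the mevalonate pathway and to 0 and 0 for mesenchymal genes, of which 7 had an unadjusted p under 0.05. The camera adjusted p was 0.177 for leukocyte markers and 0.675 for the rest. Signs turned when libraries were left out, to -0.01 for the mevalonate pathway without heterozygous line 6, 0.31 for mesenchymal genes without LOH line 6, -0.28 for the basal-like subtype without LOH line 34 and 0.37 for fibroblast markers without heterozygous line 23. The leukocyte markers passed with fry (adjusted p 0.00429), on 2 genes, with a median of 0.66 without LOH line 6, 0.87 without heterozygous line 23 and 1.02 without LOH line 23.

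**Figure D3:**
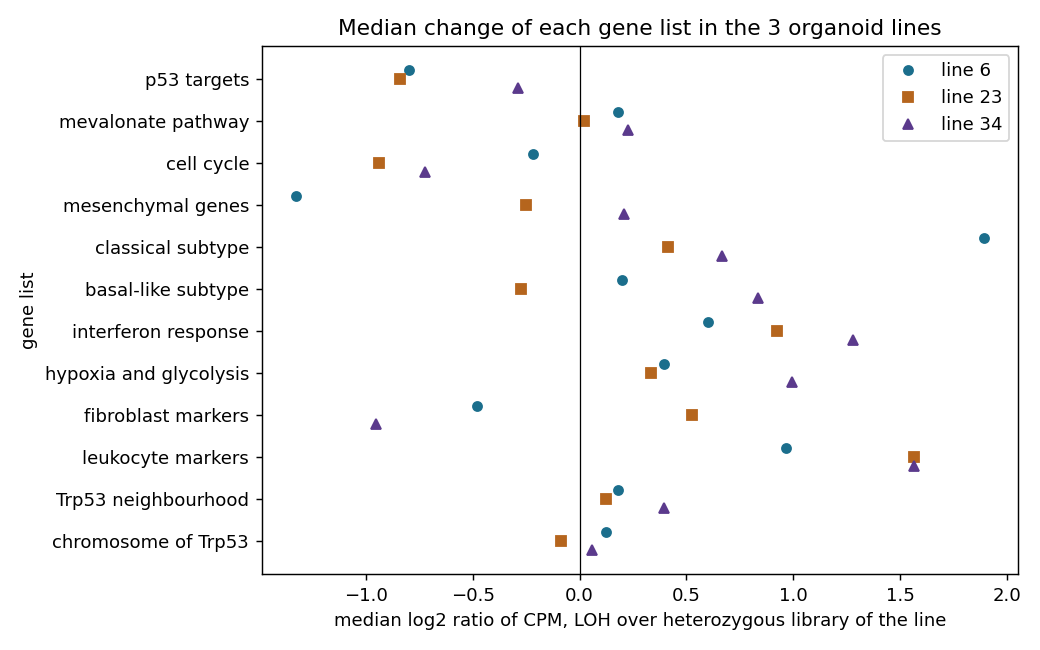
Median log2 ratio of CPM between the LOH and the heterozygous library of each line (x axis) for each gene list, for the genes around Trp53 and for its chromosome (y axis); the marker shape and colour give the line. The p53 target medians lie at -0.8, -0.84 and -0.29, and the mesenchymal medians run from -1.33 to 0.21.

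A further question was whether the genes around Trp53 fell with it. The 50 tested genes on either side (chromosome 11, 62700356 to 70527858) had a median log2 fold change of 0.32. The camera adjusted p was 0.0988, and 0.0466 with the organoid line as a block. It was 0.0192 without LOH line 23 (median 0.39), 0.012 without line 23 (0.41) and 0.0238 with no filter (0.39). It was 0.245 with fry, 0.232 with fry and the block, and 0.755 with the estimated correlation. The median was 0.13 without LOH line 34 and 0.08 without line 34. With each line centred on its median over all genes, the medians were 0.19, 0.1 and 0.34 in lines 6, 23 and 34. The middle 95% of random sets of 100 genes ran from -0.18 to 0.17, from -0.22 to 0.24 and from -0.21 to 0.21, so lines 6 and 34 lay above it. All 1129 tested genes of the chromosome except Trp53, these 100 included, had a median of 0.05 (camera adjusted p 0.712), which turned to -0.02 without LOH line 6.

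Other chromosomes were examined after differences between them had been seen. Medians of the log2 ratio over genes with a mean of at least 5 CPM lay outside the middle 95% of random gene sets in 36 of 60 combinations of line and chromosome. Chromosome 4 was lower in each line, at -0.34, -0.39 and -0.28 in lines 6, 23 and 34. Chromosome 13 had -0.51, -0.05 and -0.8, and chromosome 12 had 0.2, 0.53 and 0.2. These medians rest on 1 library per genotype in each line.

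**Figure D4:**
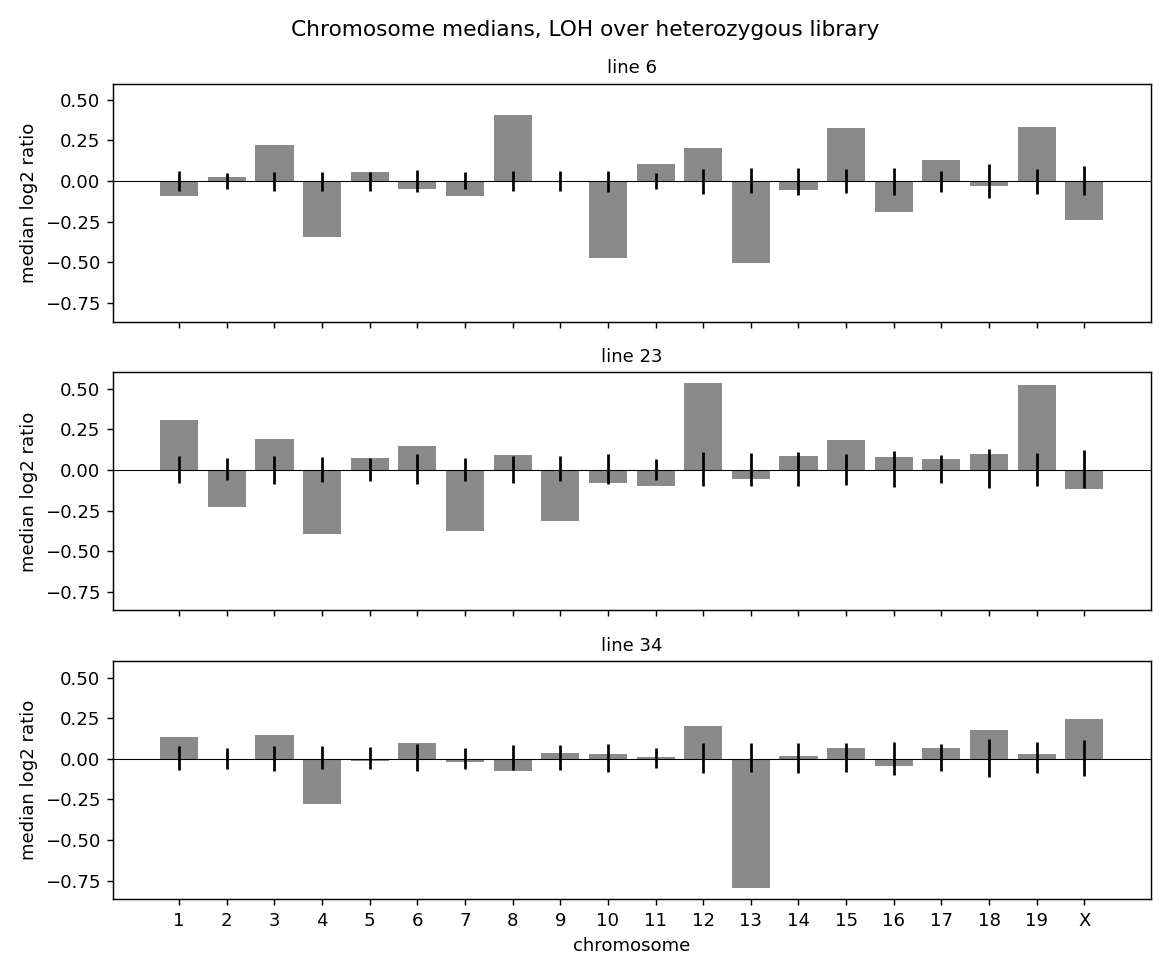
Median log2 ratio of CPM between the LOH and the heterozygous library (y axis) for each chromosome (x axis) in the 3 lines; bars are medians and black lines the middle 95% of random gene sets of the same size. Chromosome 4 lies below its random sets in each line, at -0.34, -0.39 and -0.28.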

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

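The tests on chromosomes used in this part were chosen after the results had been seen. The results here were singled out because the organoid lines moved in opposite directions. Each line has 1 library per genotype, so the difference between lines was not tested. Of 19 results compared over the lines, 5 had both signs. The distance between the highest and the lowest line was 1.05 on the log2 scale for Hmgcs1, 1.53 for the median of the mesenchymal genes, 1.11 for the basal-like subtype, 1.48 for the fibroblast markers and 0.21 for the chromosome of Trp53. None of these 5 passed 0.05 over the 3 lines. Opposite signs draw that mean toward 0, so this says nothing about the size of the change in a line.

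Hmgcs1 had log2 ratios of -0.67, 0.37 and -0.16 in lines 6, 23 and 34, while its chromosome 13 had medians of -0.51, -0.05 and -0.8. A shift of the chromosome is a candidate explanation for the fall in line 6, but line 34 fell less than its chromosome and line 23 rose. Removing chromosome medians kept 607 of the 757 called genes called, and was not examined for Hmgcs1 by itself. The mesenchymal medians were -1.33, -0.25 and 0.21, and the basal-like medians 0.2, -0.27 and 0.84. The chromosome of Trp53 had 0.12, -0.09 and 0.06. The fibroblast medians of -0.48, 0.53 and -0.95 rest on 2 tested genes. Fibroblasts in the heterozygous cultures are argued against as a source of the genes lower in LOH libraries, since Col1a1, Col1a2, Col3a1 and Dcn reached at most 0.033 CPM there. Differences between the tumours the lines came from stay open and were not tested.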

How the results depend on the processing

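The counts of genes moved most. From 757 without the block, the count was 213 with the replicate block, 2283 with DESeq2 (753 of the 757 among them), 1911 with limma on log2(TPM + 1) (468 of the 757), 1753 with log2(TPM + 0.1) (460 of the 757) and 1884 at an adjusted p under 0.1. It ran from 0 to 2448 across the 6 fits that each left out one library and from 0 to 1423 across the 3 that each left out one line. It was 0 without any 1 heterozygous library, with 2269 to 2964 genes at an unadjusted p under 0.05, and 0 without line 23 or line 34, with 2258 and 2094. Without LOH line 6 there were 2448 calls, 748 of the 757 among them, and 46.4% were higher, against 68.2% with all libraries. Without line 6 there were 1423 calls, 454 of the 757 among them, and 59.2% were higher. Without LOH line 23 there were 451, with 351 of the 757, and without LOH line 34 there were 796, with 524 of the 757. Fewer libraries do not account for these counts by themselves, since 5 libraries gave both 0 and 2448. Apart from the looser threshold the cause was not tested.

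The block count of 213 was 757 with no replicate block, 850 with no filter, 1527 with DESeq2 and the block, 331 with limma on log2(TPM + 1) and the block, and 388 with the length and GC trend removed, an alternative chosen after seeing the data. It ran from 0 to 2354 across the fits that left out one library or line, being 2317 to 2354 without any part of line 6 and 0 in the others, with 1401 to 1707 genes at an unadjusted p under 0.05. A line left with 1 library carries no contrast in this test, so both kinds of fit rest on the same lines. The cause was not tested.

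The TPM alternatives moved the median log2 fold change of all genes to -0.35 and -0.42, from 0.06, and 14.7% and 15.2% of their calls were higher, so directions there are relative to that shift. The gene lists were not run on TPM. With the length and GC trend removed 819 genes were called, 461 of them higher, and 636 of the 757 stayed called. RLE, upper quartile, both filters, the protein-coding table, the 2-fold threshold, truncated counts and chromosome medians removed gave 627 to 979 calls, the last 2 chosen after seeing the data.

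Trp53 stayed lower in 19 of 19 alternatives, from -0.88 to -0.29, and passed 0.05 in 1, without LOH line 6 (-0.72). Across the fits that left out one library or line it ran from -0.74 to -0.29. The p53 list stayed lower in 18 of 18 and passed in 17. With the estimated correlation it did not pass (median -0.63), nor did the cell cycle (-0.53), classical (1.39), interferon (1.01) and hypoxia (0.62) lists, a test that differs in the correlation alone. With fry the hypoxia list did not pass (0.62) and the leukocyte list did (1.6), and the cause was not tested. Across the fits that left out one library or line the medians ran from 0.56 to 1.84 for the classical list and from 0.33 to 0.82 for the hypoxia list.

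The median of the mevalonate list, 0.008, turned negative with RLE (-0.003), upper quartile (-0.017) and no filter (-0.028). The median of all genes moved from 0.063 to 0.052 with RLE and to 0.041 with upper quartile scaling, so the shift shared by all genes accounts for the first sign and most of the second. With no filter it rose to 0.148. The mesenchymal median turned positive with no filter (0.17) and with at least 10 counts in every library (0.26), and the fibroblast median with no filter (1.93) and with chromosome medians removed (0.19). Across the fits that left out one library or line, medians ran from -0.014 to 0.114 for the mevalonate list, from -0.226 to 0.307 for mesenchymal genes, from -0.278 to 0.746 for the basal-like list, from -1.001 to 0.37 for fibroblast markers and from -0.017 to 0.107 for the chromosome of Trp53. None of these passed 0.05 in any alternative, and apart from the 2 scalings the cause was not tested. With at least 10 counts in every library the fibroblast and leukocyte lists and the genes Zfp365, Muc13, Lypd8 and Dglucy gave no value.

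The genes around Trp53 passed 0.05 with the replicate block (median 0.23), with no filter (0.39), without LOH line 23 (0.39) and without line 23 (0.41). They did not pass with fry (adjusted p 0.245, and 0.232 with the block) or with the estimated correlation (0.755). Their median ran from 0.077 to 0.424 across the fits that left out one library or line. The genotype share of the variance was 51.9% over the 500 most variable genes and ran from 50.2% to 62.4% across the 3 fits that left out one line. The line share was 22.3% with at least 10 counts in every library and ran from 17.7% to 24.9% across those fits. With no filter the shares moved the other way, to 38% for genotype and 30.8% for the line. With a line left out, genotype and line each hold 33.3% of the degrees of freedom, against 20% and 40% with all 6 libraries. Part of the moves in those fits thus comes with the smaller design. Otherwise the cause was not tested.

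For the named genes that passed with all libraries, 83 of 144 results with a library or line left out no longer passed. Of the named genes that did not pass, Hmgcs1 changed sign in 2 such fits (0.08 without LOH line 6, 0.11 without line 6). Of 156 results of the passing genes under the other alternatives 2 no longer passed, Mdm2 and Ccng1 with the replicate block. On simulated data 1 of 66 changes of 2-fold was called. The unblocked test made 98 calls there and 757 in the libraries, and the adjustment depends on how many genes differ. The simulated share thus cannot say how many changes of that size were detectable with these libraries. Of the 757 called genes 695 changed at least 2-fold, so the rest changed less. Changes of that size may still have been missed.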

Other observations

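The tests in this part on chromosomes, the gene list splits, intestinal genes, distances, the genes nearest Trp53 and the trend on length and GC content were chosen after the pattern had been seen. With 10 splits no share under 0.1 can be had, and with 4 none under 0.25, so these counts of splits cannot exclude chance.

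The count of 757 was reached by 1 of the 10 splits of the 6 libraries, the real one. The split that sets heterozygous line 6 beside LOH lines 23 and 34 gave 157 genes, and the other 8 gave 0, with 128 to 527 genes at an unadjusted p under 0.05. Of the 4 splits that part all 3 pairs, 1 reached the 213 genes of the block test, the real one. The others exchange the genotypes within 1 line and gave 0, with 92, 100 and 1217 genes at an unadjusted p under 0.05. A camera p as small as the real one came from 1 of the 10 splits for the p53 targets, 1 for the interferon list, 2 for the cell cycle list, 3 for the classical list and 3 for the hypoxia list. For the last 3 lists, other groupings of the same libraries thus gave as small a p.

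Technical explanations of the 757 genes were tested. After each library was thinned to the same protein-coding count, 682 of the 757 stayed called. Of the called protein-coding genes, 99.4% stayed called when protein-coding genes alone were counted. Across genes, which are not independent replicates, log2 fold changes followed GC content with a Spearman rho of -0.045 and effective length with 0.139. The length value lay between the limits set beforehand, 0.1 and 0.3, so a correction was added. With each library's smooth trend on length and GC content removed, 636 of the 757 stayed called, and the case against length as the whole cause rests on that correction. A part played by length stays open. So does whatever the suffix in the descriptions of all LOH libraries stands for, which the labels do not state and which cannot be told apart from genotype because no heterozygous library carries it.

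Sex-linked genes were used to look for a mislabelled library. The summed CPM of Ddx3y, Eif2s3y, Kdm5d and Uty was 86.15 in heterozygous line 6 and 2.85 in LOH line 6 (49 counts), 0 in both libraries of line 23, and 48.5 and 176.9 in heterozygous and LOH line 34. Xist had 92 and 964.7 CPM in heterozygous and LOH line 23. The other libraries had high Y-linked counts or high Xist, so no exchange among the 6 gives the 2.85 CPM of LOH line 6 by itself. Loss of the Y chromosome in most cells of that culture is a candidate explanation. Whether LOH lines 6 and 34 were also exchanged is open, since both lines carry a Y chromosome and no marker of the line itself was used. Such an exchange would leave the unblocked test as it is and change the block test.

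Chromosome medians shifted between the libraries of a line. The SD over chromosomes of the median log2 ratio was 0.254, 0.256 and 0.22 in lines 6, 23 and 34, from 0.224 to 0.268 between LOH libraries and from 0.015 to 0.035 between heterozygous libraries. Noise of the medians is argued against, since the smallest value within a line was 6.29 times the largest between heterozygous libraries. So is a GC or length trend, whose removal left at least 90.2% of the spread within a line and at least 89.3% between LOH libraries. A gain or loss of chromosomes is a candidate explanation in LOH lines 6 and 23, and in LOH line 34 for chromosomes 4 and 13 alone. In 21 of the 36 combinations of line and chromosome past random sets, both parts of the chromosome, proximal and distal, moved the same way past random sets. These were 10 of 14 in line 6 and 9 of 13 in line 23, but 2 of 9 in line 34, chromosomes 4 and 13, so for the other 7 of line 34 a shift of the whole chromosome was not shown. With a minimum of 0.2, chosen after the medians were seen, it was 18 of 20. Lower calls took 4.49% of the tested genes of chromosome 4, with a Fisher's exact p of 1.1e-08 (2.3e-07 adjusted over the 20 chromosomes), although neighbouring genes are not independent. Lower calls were also more frequent on chromosomes 10 and 13 (adjusted p 0.000997 and 0.00331) and higher calls on chromosome 19 (0.0411). They were not on chromosomes 3 and 12, whose medians were higher in each line, with higher calls at 5.12% and 3.39% of the tested genes (adjusted p 0.108 and 1). Programmes that act on many genes of a chromosome stay open and were not tested.

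These shifts did not account for the main results as a whole. With chromosome medians removed, 607 of the 757 genes stayed called and the p53 target list kept a camera p of 5.5e-07. LOH libraries were farther apart than heterozygous ones by a ratio of mean distances of 1.69, which 1 of 10 splits reached. The ratio was 1.75 after thinning and 1.66 with chromosome medians removed, so neither depth nor the shifts account for it as a whole. That the LOH cultures diverged from each other is a hypothesis, and a difference in handling, such as the suffix might stand for, stays open.

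With each line centred, Trp53 had log2 ratios of -0.06, -0.56 and -0.92 in lines 6, 23 and 34. A deletion of most of the 100 nearest tested genes is argued against, since the lowest of their 3 line medians was 0.097. A smaller deletion stays open, also one to 1 side of Trp53, since a median can stay unmoved when a lesser part of the genes falls. Over the 10 nearest genes the medians were -0.096, -0.593 and -0.018 in lines 6, 23 and 34. Each lay inside its random sets, which reached down to -0.596, -0.655 and -0.632, so 10 genes are too few to decide.

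Of the genes higher in LOH libraries, 7 were noticed as genes of intestinal epithelium: Muc13, Gpa33, Lypd8, Isx, Alpi, Krt20 and Gucy2c. Isx, Alpi and Gucy2c were chosen after their values were seen, Alpi passed with the block alone, and Krt20 is also in the classical list. Of 32 further intestinal genes listed afterwards 16 were tested, with a median log2 fold change of 1.64. Of these 6 were called higher and 1 lower, and 1 was called higher with the block. Intestinal cells in the LOH cultures would bring their abundant transcripts, and 6 genes of absorptive cells of the small intestine were examined. In LOH lines 6, 23 and 34, Fabp1 had 0.58, 0 and 0 CPM, Fabp2 0.47, 0.19 and 0.47, Sis 0.87, 0 and 0, and Apoa4 12.17, 0 and 0.05. Apoa1 had 6.11, 4.3 and 0.33, and Rbp2 12.17, 2.64 and 5.22. The medians of the 6 were 3.49, 0.09 and 0.19 CPM, and those of the 7 noticed genes 82.7, 27.1 and 21 CPM. Such cells are thus argued against in lines 23 and 34. In line 6 each of the 6 genes was higher in the LOH than in the heterozygous library, but their levels differed. Fabp1, Fabp2 and Sis stayed under 1 CPM there, while Apoa1, Apoa4 and Rbp2 reached 6.11, 12.17 and 12.17 CPM. Intestinal cells and a change within the tumour cells thus cannot be told apart in that line. Other cell types of the intestine stay open in each line.

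Cdkn2a was chosen after its values were seen. Its transcript Cdkn2a-201 took 14.54%, 12.04% and 4.6% of the estimated counts of the gene in heterozygous lines 6, 23 and 34, with Wilson 95% intervals from 12.6% to 16.73%, from 9.44% to 15.24% and from 3.48% to 6.07%. In the LOH libraries it took 1.58%, 0.99% and 3.12%, with intervals from 0.94% to 2.63%, from 0.59% to 1.65% and from 2.33% to 4.16%. The intervals leave out the error of assigning reads to transcripts.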
